A study of Homo sapiens with 22 samples. Its data were reported in "A transcription-based mechanism for oncogenic β-catenin-induced lethality in BRCA1/2-deficient cells" (2021).

How the data were processed

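H1299 cells, a human non-small cell lung carcinoma line, carried a doxycycline (DOX)-inducible shRNA against BRCA2. Cells grown without DOX are called BRCA2-proficient, and cells given 2 µg/mL DOX for 3 days BRCA2-deficient. Both were transfected with control siRNA or with siRNA against β-catenin (siβ-catenin; the gene is CTNNB1), and grown with or without 250 nM LY2090314, an inhibitor of the kinase GSK3 (GSK3i), for 24 h. GSK3 marks β-catenin for degradation, so its inhibition lets β-catenin accumulate. The labels gave 22 libraries in 8 groups. In 6 groups there were 3 libraries, and the BRCA2-proficient groups without GSK3i (control siRNA, called untreated here, and siβ-catenin) held 2 each, numbered 2 and 3. No DOX-treated culture without the BRCA2 shRNA was among them, so DOX and BRCA2 depletion always went together.

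The deposited table held raw read counts per Ensembl gene. The authors prepared poly(A)-enriched, strand-specific libraries, aligned the reads to GRCh37 with HISAT2, removed duplicates with Picard and counted uniquely mapping reads with featureCounts. The Ensembl release and the strand setting of the counting are not stated. Genes that overlap on opposite strands are therefore read as uncertain, and so are genes with near-identical copies, because unique mapping removes or splits their reads. Removing duplicates by position lowers the counts of the most abundant genes more than those of others.

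The table listed 37908 genes, of which 171 had no count in any library. A symbol was found for 29629 identifiers in the annotation for GRCh37. The other 8279 identifiers held 1.02% of all counts and kept their identifier as their name. Library totals ran from 18.9 to 29.3 M counts, with a median of 23.2 M. These totals set the counting error. Replicates differed by more than counting error, with a chi-square per gene between 10.8 and 64.4 over the 20 replicate pairs, so the spread between replicates and not the depth limited most comparisons. Normalised counts are counts divided by DESeq2 size factors over all libraries.

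Each comparison was fitted in R 4.3.3 with DESeq2 1.42.0 on the libraries of its groups alone, with median-of-ratios size factors, the Wald test, no shrinkage of fold changes, and DESeq2's own filters for outlying counts and low means. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change was beyond 0.5 in size. Genes were tested unless more than 3 libraries of the comparison had fewer than 10 counts. The test, the criteria and the filter were taken from the description given by the study. The filter as applied here left from 16393 to 17157 genes in the first 5 comparisons. That is fewer than the study states, and the reason was not determined. The differences between BRCA2 backgrounds in the response to GSK3i, and to siβ-catenin under GSK3i, were each tested as an interaction term, on genes with at least 10 counts in at least 3 libraries of the fit. The comparisons, tests, alternatives, gene lists and the rule for named genes were written before the data were examined. Another 3 interactions and the effect of BRCA2 depletion under GSK3i were added after seeing the data and appear in the closing section.

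The genes named are those the study names from this assay, the checks GSK3A and GSK3B, and genes chosen by rule. A further gene chosen as a check is not reported here. The rule took, for each of the first 5 comparisons, the 3 called genes with the largest increase and the 3 with the largest decrease among those with a mean normalised count of at least 100 and no overlap between the groups. For each interaction it took the 3 genes of lowest adjusted p in each direction with a mean of at least 100, called or not. Genes outside the rule were named only where a count was 5 or fewer or a gene was singled out after its values were seen, and the text says so there.

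Gene lists written beforehand (WNT targets, E2F targets, S phase, G2/M, integrated stress response, interferon-stimulated and mtDNA-encoded genes) were tested with camera in limma 3.58.1, two-sided, on log2 CPM from voom with TMM factors and a preset inter-gene correlation of 0.01. Adjustment ran over 49 tests, 7 lists in 7 contrasts. The libraries held 32 of the 33 E2F targets, 42 of 43 S-phase genes, 54 of 54 G2/M genes, 21 of 21 integrated stress response genes, 23 of 24 interferon-stimulated genes, 13 of 13 mtDNA-encoded genes and 15 of 17 WNT targets, before the filter on low counts. The E2F and S-phase lists shared 16 genes, so their results are not separate. WNT targets and cell-cycle genes that the study picked from these libraries are not independent evidence, and the tests were repeated without the genes the study names. The Hallmark gene sets were not used here.

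The fits were tested on simulated data with the counts' own spread, in which 200 genes were changed by 1 on the log2 scale. DESeq2 recovered from 111 genes (interaction of BRCA2 with siβ-catenin) to 165 (siβ-catenin under GSK3i in BRCA2-proficient cells), and called from 28 to 42 unchanged genes. That share of unchanged genes lies above the nominal level. These calls stood beside 200 changed genes, so they do not give the number to expect where nothing changes. For the 2 interactions with BRCA2, 40 data sets each were therefore simulated with the effects of background and treatment kept and no interaction. This check was added after seeing the data, and its libraries shared no replicate effect. The edgeR quasi-likelihood test (edgeR 4.0.16) recovered 51 to 154 genes and called 0 to 14 unchanged ones. A simulated list of 40 raised genes gave a p of 1.5e-15, and one of 40 unchanged genes gave 0.54, both from camera on simulated data.

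Where 2 comparisons share the GSK3i libraries, chance alone gives opposite responses. Data without an siβ-catenin effect were therefore simulated 10 times per background to give the overlap that sharing alone yields.

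The labels give the groups the same replicate numbers. The numbers were checked by correlating, over genes with a mean log2 CPM above 3, each library's deviation from its group mean with that of the same-numbered library of the other group. In all 5 comparisons with 3 pairs, each pair's r was above 0.1 (lowest to highest 0.33 to 0.83 for GSK3i in BRCA2-deficient cells, 0.25 to 0.38 and 0.62 to 0.91 for siβ-catenin under GSK3i in BRCA2-proficient and -deficient cells, 0.19 to 0.58 for siβ-catenin without GSK3i and 0.5 to 0.67 for GSK3i with siβ-catenin in BRCA2-deficient cells). There the numbers were taken to pair the libraries. The labels name no sequencing batch.

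The alternatives were the edgeR quasi-likelihood test, DESeq2 with TMM factors, no filter on low counts, at least 10 counts in every library, one model over all groups, the replicate number as a block, the adjusted p alone, a DESeq2 test against a log2 fold change of 0.5, and leaving out each library in turn. For lists they were fry, an inter-gene correlation estimated from the data, the block, and lists without the genes the study names. Other splits of the libraries were fitted where each group held at least 3. The design table deposited with the counts holds no measurement; its entries matched the labels.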

Results

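Gene expression was measured by RNA-seq in H1299 cells that differed in BRCA2 status, GSK3 inhibition and β-catenin depletion, to find the genes that respond to accumulated β-catenin with and without BRCA2. There were 22 libraries. BRCA2-proficient cells gave 2 untreated libraries, 3 with GSK3i, 2 with siβ-catenin and 3 with both. BRCA2-deficient cells gave 3 libraries in each of the same groups. Totals were 18.9 to 29.3 M counts per library. In a principal component analysis of the 2000 most variable genes, the first components held 47.1%, 14.9% and 8.46% of the variance. Changes are log2 fold changes ± SE with adjusted p from DESeq2, levels are normalised counts as mean ± SD, positions are on GRCh37, and genes are protein-coding unless stated.

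The depleted genes were examined first, because they check the labels. BRCA2 (ENSG00000139618, chromosome 13, 32889223 to 32974405) had 771.5 ± 109 normalised counts in untreated BRCA2-proficient cells (n = 2) and 122.4 ± 54.2 in untreated BRCA2-deficient cells (n = 3). The highest of the 12 BRCA2-deficient libraries had 225.7, below the lowest of the 10 BRCA2-proficient ones at 513.9. CTNNB1 (ENSG00000168036, chromosome 3, 41236232 to 41301587) fell from 6256 ± 235 to 1914 ± 273 with siβ-catenin under GSK3i in BRCA2-proficient cells (n = 3 each) and from 5715 ± 442 to 1484 ± 445 in BRCA2-deficient cells (n = 3 each). No library with siβ-catenin was above 2220, and none without it was below 5211. AXIN2 (ENSG00000168646, chromosome 17, 63524681 to 63557766), a target of WNT signalling, had 1026 to 1746 normalised counts in the 6 libraries with GSK3i and control siRNA. In all other libraries it lay between 59.76 and 227.3. The values of these genes did not contradict the BRCA2 and siRNA labels. Among libraries with siβ-catenin, AXIN2 separated those with GSK3i (117.8 to 227.3) from those without it (81.04 to 96.97) in BRCA2-deficient cells. In BRCA2-proficient cells it had 73.24 to 145.4 with GSK3i and 65.09 and 67.29 without it, a smaller gap.

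**Figure D1:**
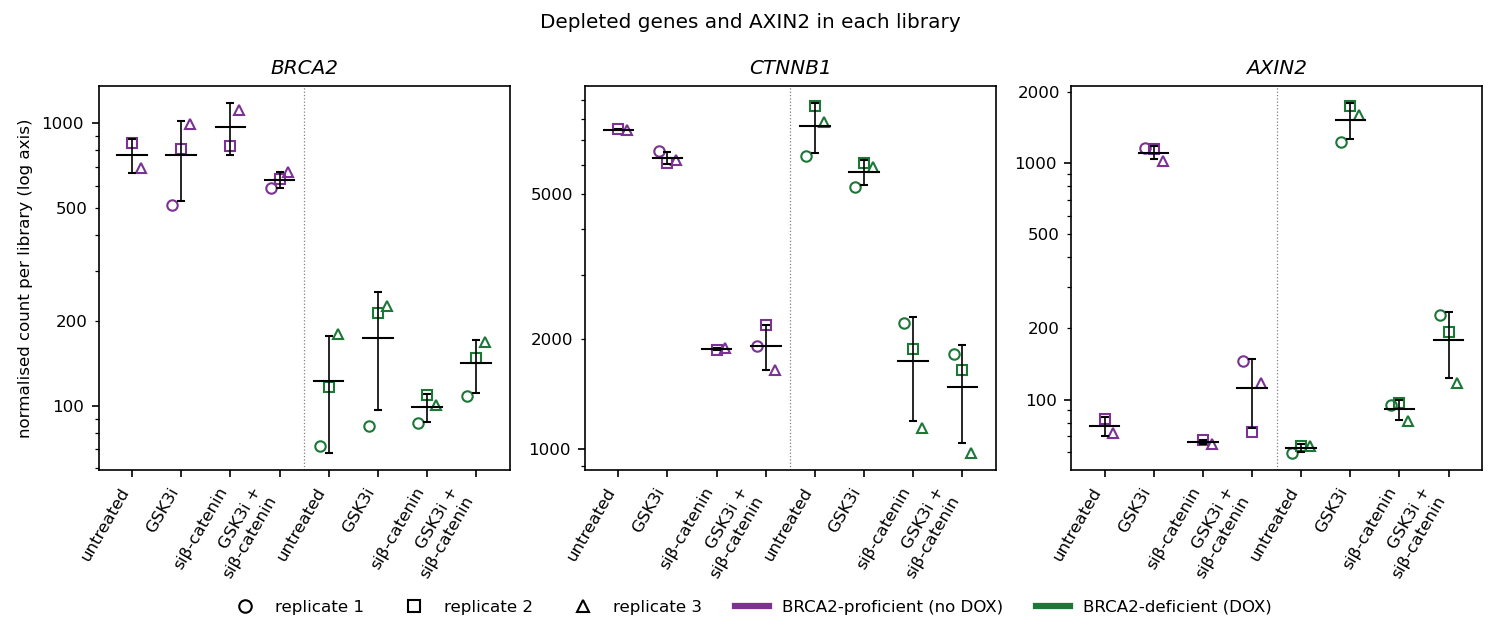
Normalised counts (log axis) of BRCA2, CTNNB1 and AXIN2 in each library by group, with symbols for replicate numbers; lines are group means and bars 1 SD. BRCA2 is lower in all 12 BRCA2-deficient libraries, CTNNB1 in all libraries with siβ-catenin, and AXIN2 is high in the 6 libraries with GSK3i and control siRNA.

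Treatment with GSK3i was compared with no treatment to ask which genes follow accumulated β-catenin and other effects of the inhibitor. In BRCA2-proficient cells (3 libraries against 2), 4376 of 16771 genes were called, 1984 higher and 2392 lower. The setting that moved this count most was the DESeq2 test against a log2 fold change of 0.5, which called 1042 genes. In BRCA2-deficient cells (3 against 3), 4289 of 16863 genes were called, 1955 higher and 2334 lower. AXIN2 changed by 3.83 ± 0.19 (adjusted p = 7.74e-86) in BRCA2-proficient and by 4.61 ± 0.22 (adjusted p = 2.15e-93) in BRCA2-deficient cells. LEF1 (ENSG00000138795, chromosome 4, 108968701 to 109090112) rose by 2.83 ± 0.24 and 3.05 ± 0.22, SOX4 (ENSG00000124766, chromosome 6, 21593982 to 21598850) by 1.63 ± 0.16 and 1.45 ± 0.17, and TCF7 (ENSG00000081059, chromosome 5, 133450372 to 133487556) by 2.43 ± 0.16 and 2.24 ± 0.17, each with an adjusted p of 1.6e-15 or lower. AXIN2 and LEF1 were among the largest increases in both backgrounds. In BRCA2-proficient cells these included GPR89B (ENSG00000188092, chromosome 1, 147400506 to 147465824) (2.94 ± 1.14, adjusted p = 0.0325), which shares reads with a near-identical copy and is uncertain. Its 3 GSK3i libraries ranged from 59.14 to 759.8 normalised counts, and it was no longer called without replicate 1 (adjusted p = 0.166) or replicate 3 (0.0893) of that group, nor with the replicate block (0.303). In BRCA2-deficient cells they included GJB2 (ENSG00000165474, chromosome 13, 20761602 to 20767077) (2.77 ± 0.29, adjusted p = 1.3e-19).

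The largest decreases in BRCA2-proficient cells were YPEL2 (ENSG00000175155, chromosome 17, 57409016 to 57479090) (-4.62 ± 0.37), BMF (ENSG00000104081, chromosome 15, 40380091 to 40401093) (-3.68 ± 0.66) and ABTB1 (ENSG00000114626, chromosome 3, 127391778 to 127399769) (-3.61 ± 0.19), with adjusted p of 1.46e-33, 3.77e-07 and 6.26e-81. In BRCA2-deficient cells they were LINC02593 (ENSG00000223764, chromosome 1, 852245 to 856396) (-4.01 ± 0.44), a long non-coding RNA gene, PDCD4 (ENSG00000150593, chromosome 10, 112631553 to 112659764) (-3.9 ± 0.18) and YPEL2 (-3.71 ± 0.3), with adjusted p of 8.35e-18, 2.77e-100 and 6.31e-33. GSK3A (ENSG00000105723, chromosome 19, 42730377 to 42746777) changed by 0.47 ± 0.13 in BRCA2-proficient cells, short of the size criterion (called without GSK3i replicate 3, 0.55, adjusted p = 1.5e-05), and by 0.58 ± 0.2 (adjusted p = 0.0158) in BRCA2-deficient cells, where the call was lost in 3 of the fits that left out a library (adjusted p 0.0603 to 0.138). GSK3B (ENSG00000082701, chromosome 3, 119540168 to 119813841) did not differ by more than its error in either background (-0.08 ± 0.14 and 0.01 ± 0.21). CTNNB1 was not called (-0.27 ± 0.12 and -0.42 ± 0.17, adjusted p 0.0583 and 0.0534), except without replicate 1 of untreated BRCA2-deficient cells (-0.54, adjusted p = 0.0089). BRCA2 was not called either (-0.01 ± 0.23 and 0.51 ± 0.42).

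**Figure D2:**
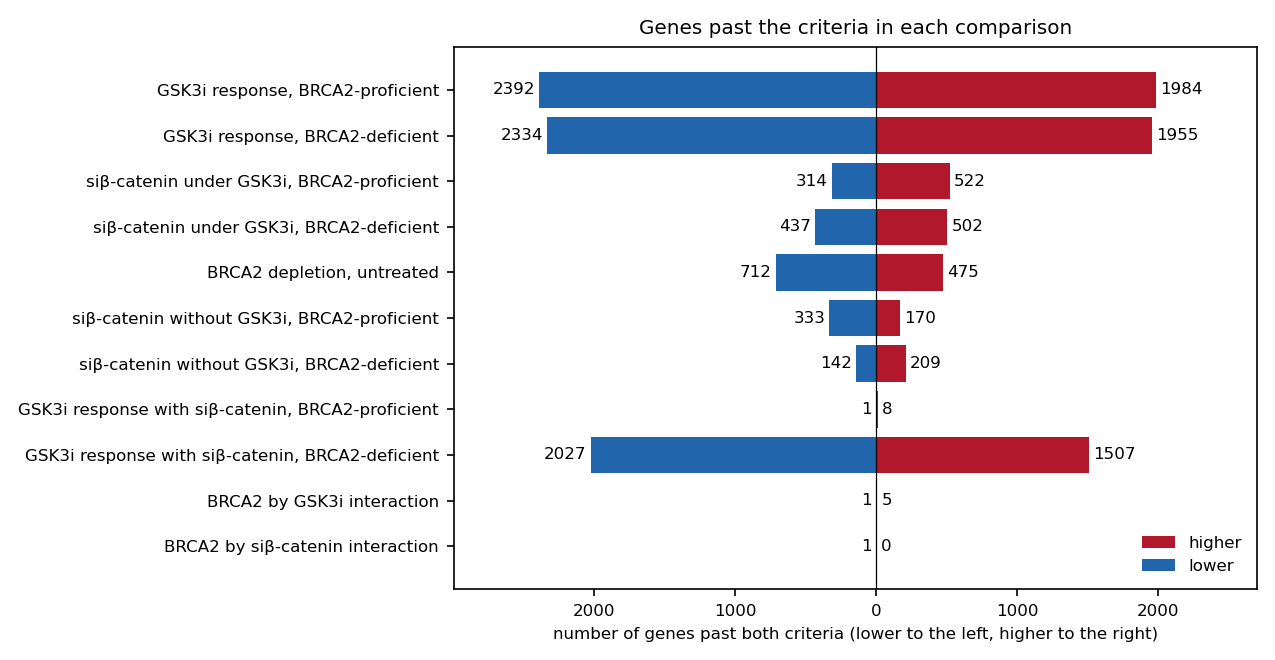
Number of genes past both criteria in each comparison, lower to the left and higher to the right. The GSK3i responses gave 4376 and 4289 calls, and the GSK3i response with siβ-catenin gave 9 in BRCA2-proficient and 3534 in BRCA2-deficient cells. Replicate 2 of both groups behind the 9 calls may carry exchanged labels, so this contrast does not show a difference between backgrounds.

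Depletion of β-catenin under GSK3i was compared with control siRNA under GSK3i (3 libraries against 3) to separate responses that need β-catenin from others. In BRCA2-proficient cells 836 of 16393 genes were called, 522 higher and 314 lower. Without GSK3i replicate 2 the count was 292. In BRCA2-deficient cells 939 of 17025 genes were called, 502 higher and 437 lower, and without GSK3i replicate 2 the count was 372. CTNNB1 changed by -1.68 ± 0.15 (adjusted p = 3.11e-25) and -1.96 ± 0.24 (adjusted p = 1.99e-13) in BRCA2-proficient and -deficient cells. AXIN2 changed by -3.29 ± 0.23 and -3.1 ± 0.26, LEF1 by -1.84 ± 0.23 and -2.21 ± 0.27, SOX4 by -1.81 ± 0.16 and -1.97 ± 0.17, and TCF7 by -1.71 ± 0.24 and -1.59 ± 0.17, all with an adjusted p of 3.21e-10 or lower. The largest increases in BRCA2-proficient cells were ZNF467 (ENSG00000181444, chromosome 7, 149461271 to 149470677) (2.59 ± 0.42, adjusted p = 3.02e-07), PPL (ENSG00000118898, chromosome 16, 4932508 to 5010742) (2.33 ± 0.46, adjusted p = 4.86e-05) and HTR1D (ENSG00000179546, chromosome 1, 23518388 to 23543995) (1.95 ± 0.26, adjusted p = 7.76e-11). PPL was not called in the edgeR quasi-likelihood test (adjusted p = 0.0683), and its change was 1.37 without the library labelled GSK3i with siβ-catenin replicate 2. The largest decreases beside AXIN2 were EIF3CL (ENSG00000205609, chromosome 16, 28390900 to 28415162) (-2.95 ± 0.97, adjusted p = 0.043) and PITPNB (ENSG00000180957, chromosome 22, 28247657 to 28316122) (-2.23 ± 0.18, adjusted p = 3.28e-33). EIF3CL shares reads with a near-identical copy and is uncertain; it was no longer called without GSK3i replicate 3 (adjusted p = 0.0563), without any one of the 3 libraries with siβ-catenin (0.125 to 0.172), with the replicate block (0.0614), in the edgeR quasi-likelihood test (0.11) or with one model over all groups (0.111). The change of EIF3CL was -1.3 without GSK3i replicate 1. PITPNB also varied within a group, from 592.8 to 3937 normalised counts in BRCA2-deficient cells with GSK3i.

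In BRCA2-deficient cells the largest increases were HAPLN3 (ENSG00000140511, chromosome 15, 89420525 to 89438828), COL1A1 (ENSG00000108821, chromosome 17, 48261462 to 48278993) and PTP4A3 (ENSG00000184489, chromosome 8, 142402095 to 142442554), each by 1.79 (SE 0.23, 0.24 and 0.31; adjusted p = 2.57e-12, 7.94e-11 and 1.32e-06). The largest decreases beside AXIN2 were NTSR1 (ENSG00000101188, chromosome 20, 61340188 to 61394123) (-2.31 ± 0.39, adjusted p = 6.08e-07) and GJB2 (-2.22 ± 0.22, adjusted p = 2.09e-19). GSK3A (-0.11 ± 0.16 and -0.04 ± 0.17) and GSK3B (-0.12 ± 0.14 and 0.13 ± 0.21) were within their errors, and BRCA2 was not called (-0.27 ± 0.24 and -0.32 ± 0.37).

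Responses were then compared between backgrounds across genes, which are not independent replicates. The log2 fold changes with GSK3i had a Pearson r of 0.86 and a Spearman rho of 0.84 over 16361 genes, with a slope of 0.81. Both criteria and the same direction were met in both backgrounds by 3047 genes, and opposite directions by 0 genes. The siβ-catenin responses under GSK3i had an r of 0.67 and a rho of 0.68 over 16192 genes, with a slope of 0.58. Without the library labelled GSK3i with siβ-catenin replicate 2 in BRCA2-proficient cells, r was 0.68. In both backgrounds 440 genes were called in the same direction, 181 lower and 259 higher. Another 256 were lower in BRCA2-deficient cells alone and 133 in BRCA2-proficient cells alone. With the replicate block 397 were lower in BRCA2-deficient cells alone. This number was 56 without GSK3i replicate 2 of BRCA2-deficient cells, and 334 without GSK3i replicate 2 of BRCA2-proficient cells. A call in one background alone does not show a difference between backgrounds, which the interaction tests address.

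**Figure D3:**
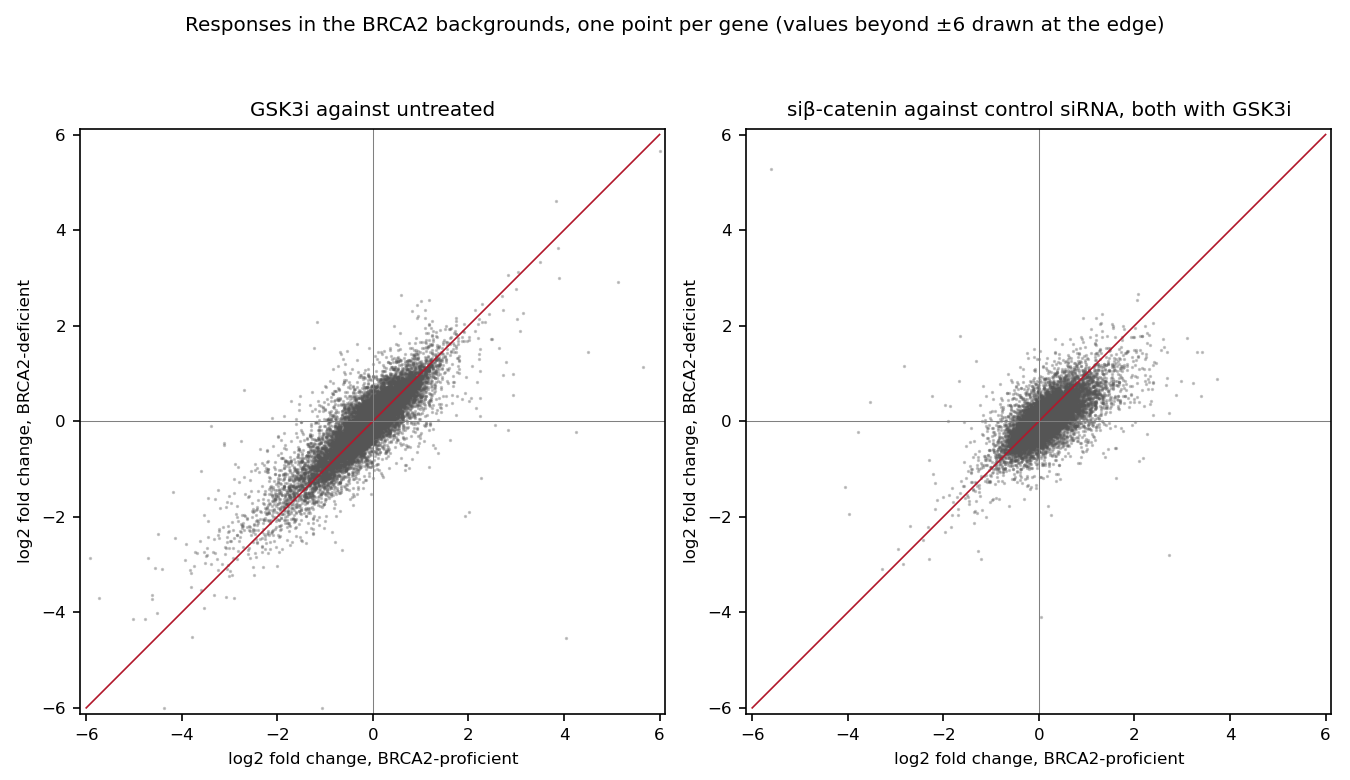
Log2 fold change in BRCA2-proficient (x axis) and BRCA2-deficient cells (y axis), one point per gene; the left panel shows GSK3i against untreated and the right panel siβ-catenin against control siRNA under GSK3i, and the line marks equality. Pearson r is 0.86 on the left and 0.67 on the right, and values beyond the axes are drawn at the edge.

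Genes raised by GSK3i and lowered by siβ-catenin under GSK3i were counted, since they are candidates for activation by β-catenin. There were 242 in BRCA2-proficient cells, 237 in BRCA2-deficient cells and 127 in both. In BRCA2-deficient cells alone there were 110, and in BRCA2-proficient cells alone 115. The same GSK3i libraries enter both comparisons, which by itself gives opposite responses. In simulated data with no effect of siβ-catenin and the GSK3i effect kept, 0 to 2 genes overlapped in BRCA2-proficient and 0 to 9 in BRCA2-deficient cells over 10 simulations each. Across genes, the responses to GSK3i and siβ-catenin had an r of -0.79 and -0.48 in these backgrounds, against simulated means of -0.28 and -0.25. The simulations held no exchanged library, a possibility raised below for the library labelled GSK3i with siβ-catenin replicate 2 of BRCA2-proficient cells. Without GSK3i replicate 2 of the same background, the counts were 105 in BRCA2-proficient and 97 in BRCA2-deficient cells, and the count in both backgrounds was 71 without that library of BRCA2-proficient cells. Without the library labelled GSK3i with siβ-catenin replicate 2, there were 200 in BRCA2-proficient cells and 112 in both. Genes lowered by GSK3i and raised by siβ-catenin numbered 386 in BRCA2-proficient and 240 in BRCA2-deficient cells. Leaving out GSK3i replicate 2 of the same background gave 102 and 89. Both directions together gave 628 and 477 genes, of which 280 were shared.

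Cell-cycle genes that the study names were examined in the same comparisons. CDKN1A (ENSG00000124762, chromosome 6, 36644237 to 36655114), which encodes p21, changed by -1.02 ± 0.2 with GSK3i in BRCA2-proficient cells (adjusted p = 3.3e-06) and by -0.71 ± 0.23 in BRCA2-deficient cells (adjusted p = 0.00863). The latter was not called without untreated replicate 1 (adjusted p = 0.0622), GSK3i replicate 2 (0.0997) or GSK3i replicate 3 (0.0596). Untreated replicates 2 and 3 of BRCA2-proficient cells had 980.7 and 1614 normalised counts. The change in BRCA2-proficient cells was -1.33 without replicate 2 and -0.61 without replicate 3. With siβ-catenin under GSK3i CDKN1A changed by 0.57 ± 0.16 (adjusted p = 0.0127) in BRCA2-proficient and by 0.47 ± 0.22 (adjusted p = 0.235) in BRCA2-deficient cells. In the edgeR quasi-likelihood test the former had an adjusted p of 0.105, with one model over all groups 0.0754, and in the 3 fits that left out GSK3i replicate 2, GSK3i replicate 3 or the library labelled GSK3i with siβ-catenin replicate 1, 0.121 to 0.154. The latter was called without GSK3i replicate 1 (0.67, adjusted p = 0.0163). CCNE1 (ENSG00000105173, chromosome 19, 30302898 to 30315219), which encodes cyclin E1, did not change with GSK3i by more than its error (0.01 ± 0.17 and 0.02 ± 0.22). With siβ-catenin it changed by -0.45 ± 0.16 (adjusted p = 0.0739) and -0.54 ± 0.21 (adjusted p = 0.0938), neither called. In BRCA2-deficient cells it was called with the replicate block (adjusted p = 0.00117), with one model over all groups (0.0228) and without GSK3i replicate 2 (0.0252).

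CCND1 (ENSG00000110092, chromosome 11, 69455924 to 69469242), which encodes cyclin D1, rose by 0.76 ± 0.13 with GSK3i in BRCA2-proficient cells (adjusted p = 4.63e-08) and by 0.41 ± 0.17 in BRCA2-deficient cells (adjusted p = 0.0509), where it was called without untreated replicate 3 (adjusted p = 0.0151). With siβ-catenin it changed by -1.02 ± 0.16 and -1.13 ± 0.18 (adjusted p 5.34e-08 and 1.6e-07). CDC6 (ENSG00000094804, chromosome 17, 38444131 to 38460909) changed with GSK3i by 0.61 ± 0.14 and 1.04 ± 0.16, ORC1 (ENSG00000085840, chromosome 1, 52838501 to 52870095) by 0.49 ± 0.15 and 1.24 ± 0.19, and MCM4 (ENSG00000104738, chromosome 8, 48872745 to 48890720) by 0.35 ± 0.13 and 0.9 ± 0.16, with adjusted p from 3.08e-09 to 0.0268. In BRCA2-proficient cells ORC1 and MCM4 fell short of the size criterion, and ORC1 passed it with no filter (0.5, rounded), with the replicate block (0.53) and without GSK3i replicate 1 (0.53). With siβ-catenin under GSK3i, CDC6, ORC1 and MCM4 changed by -0.23 ± 0.18, -0.32 ± 0.16 and -0.23 ± 0.15 in BRCA2-proficient cells, not called. Without the library labelled GSK3i with siβ-catenin replicate 2 they changed by -0.07, -0.21 and -0.12. In BRCA2-deficient cells they changed by -0.44 ± 0.14, -0.6 ± 0.15 and -0.46 ± 0.12 (adjusted p 0.0272, 0.00412 and 0.00548), and ORC1 passed the size criterion. ORC1 was no longer called in the edgeR quasi-likelihood test (adjusted p = 0.0774), or without GSK3i replicate 2 (0.139), GSK3i replicate 3 (0.0532) or the library labelled GSK3i with siβ-catenin replicate 3 (0.0687). MCM4 was called without that last library (-0.51, adjusted p = 0.0261). Without GSK3i, siβ-catenin lowered these genes in BRCA2-deficient cells as well. CCNE1 changed by -0.69 ± 0.18 (adjusted p = 0.00892), CDC6 by -0.7 ± 0.17 (0.00349) and ORC1 by -0.73 ± 0.21 (0.0312), which were called, and MCM4 by -0.45 ± 0.17 (0.161). None of the 4 was called there in the edgeR quasi-likelihood test (adjusted p 0.117 to 0.187 for the first 3). CDC6 was not called without untreated replicate 2 (0.102), or siβ-catenin replicate 1 (0.0801) or 2 (0.0504), and CCNE1 not without siβ-catenin replicate 1 (0.111) or 2 (0.0849). ORC1 was called without untreated replicate 1 (0.00253), and not without any other single library of this comparison (0.0725 to 0.337). MCM4 was called without untreated replicate 1 (-0.55, 0.0347). In BRCA2-proficient cells (2 libraries against 2) CCNE1, CDC6, ORC1 and MCM4 changed by -0.47 ± 0.25, 0.55 ± 0.19, 0.07 ± 0.21 and 0.18 ± 0.19, not called. The library labelled siβ-catenin replicate 2 in that comparison may carry an exchanged label, as described below. These values therefore do not show a difference from BRCA2-deficient cells. MYC (ENSG00000136997, chromosome 8, 128747680 to 128755197) changed with GSK3i by -0.05 ± 0.18 and -0.27 ± 0.16, neither called, and with siβ-catenin by -0.25 ± 0.17 (adjusted p = 0.457) in BRCA2-proficient and -0.75 ± 0.16 (adjusted p = 0.000116) in BRCA2-deficient cells.

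**Figure D4:**
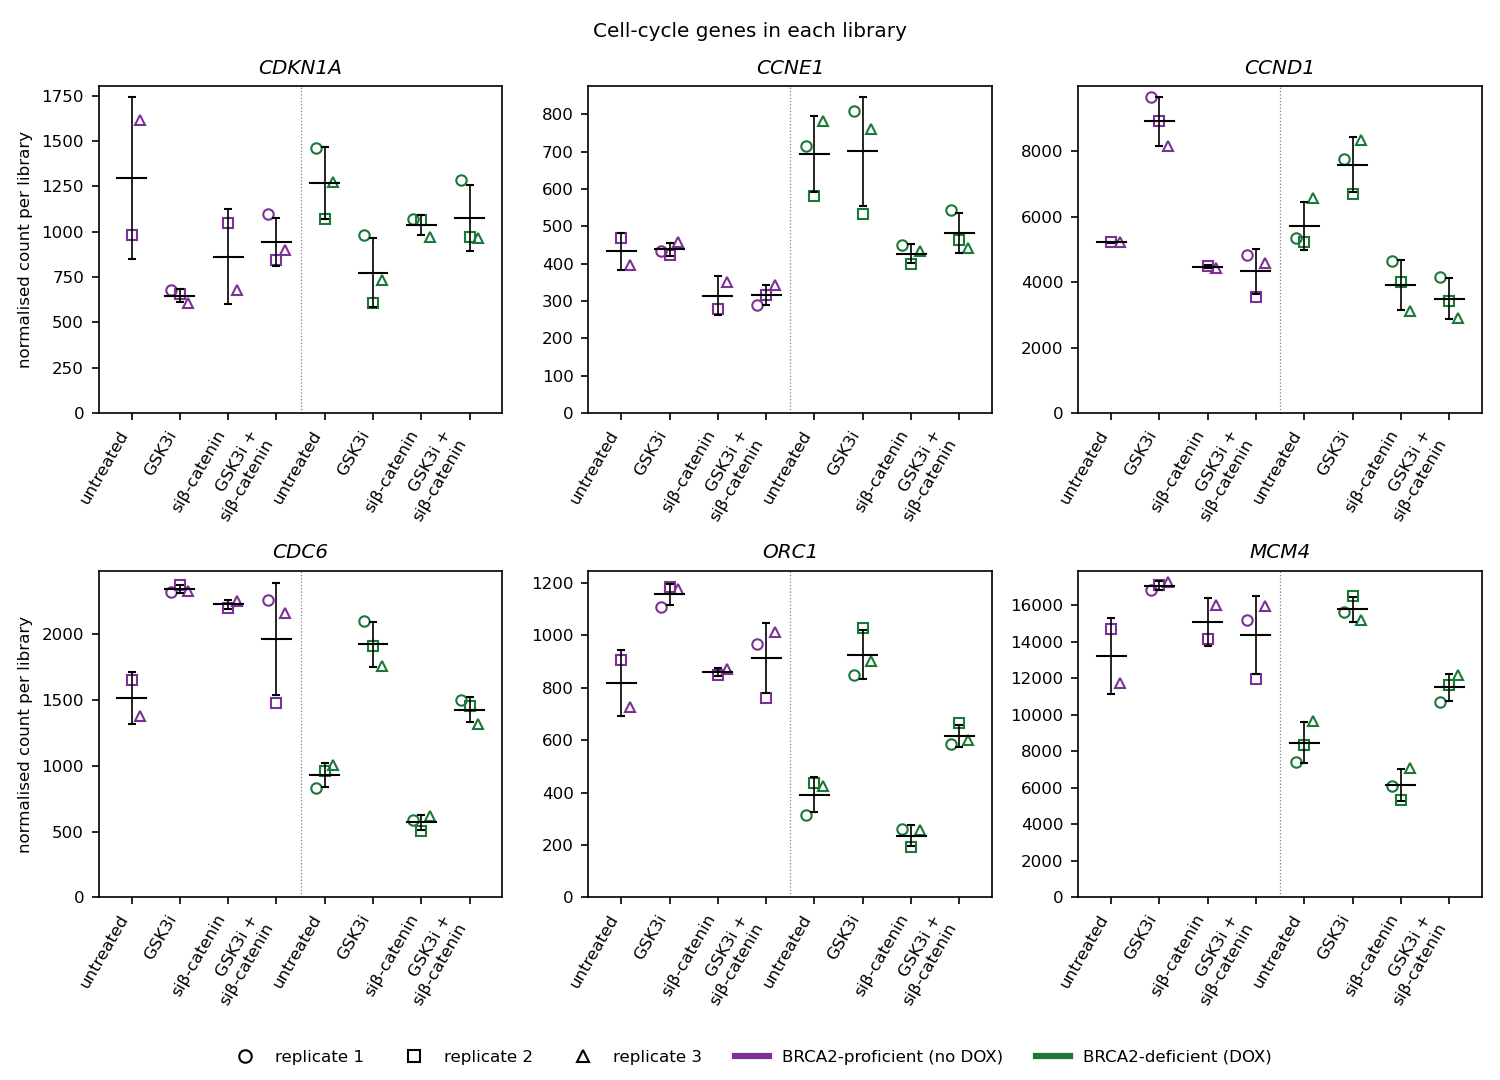
Normalised counts of CDKN1A, CCNE1, CCND1, CDC6, ORC1 and MCM4 in each library by group, with symbols for replicate numbers; lines are group means and bars 1 SD. CDKN1A was lower with GSK3i and control siRNA than in untreated cells in both backgrounds, and CDC6, ORC1 and MCM4 were lowest in BRCA2-deficient cells without GSK3i.

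Untreated BRCA2-deficient cells (n = 3) were compared with untreated BRCA2-proficient cells (n = 2), a comparison in which DOX was present in the former alone. Of 17157 genes 1187 were called, 475 higher and 712 lower. The count was 462 without replicate 2 and 2147 without replicate 3 of the BRCA2-deficient cells. BRCA2 changed by -2.67 ± 0.34 (adjusted p = 3.25e-12). The other largest decreases were ENSG00000242539 (chromosome 3, 179114749 to 179116979), a long non-coding RNA gene (-2.59 ± 0.35, adjusted p = 7.79e-11), and SLC7A11 (ENSG00000151012, chromosome 4, 139085251 to 139163503) (-2.4 ± 0.35, adjusted p = 2.68e-09). The largest increases were DIO2 (ENSG00000211448, chromosome 14, 80663869 to 80854100) (2.94 ± 0.3, adjusted p = 1.26e-19), CPA4 (ENSG00000128510, chromosome 7, 129932974 to 129964020) (2.47 ± 0.16, adjusted p = 2.81e-47) and SPOCD1 (ENSG00000134668, chromosome 1, 32256023 to 32281623) (2.25 ± 0.4, adjusted p = 3.42e-06). CTNNB1 did not change (0.00 ± 0.19). CDC6 changed by -0.73 ± 0.19 (adjusted p = 0.00387), ORC1 by -1.08 ± 0.23 (adjusted p = 0.000151), MCM4 by -0.67 ± 0.2 (adjusted p = 0.0135) and CCNE1 by 0.65 ± 0.21 (adjusted p = 0.0299). Without replicate 2 of the BRCA2-deficient cells, CDC6 (adjusted p = 0.071), MCM4 (0.136) and CCNE1 (0.0736) were not called, and without replicate 3 CCNE1 was not (0.071). In the edgeR quasi-likelihood test CDC6, MCM4 and CCNE1 had adjusted p of 0.0606, 0.0766 and 0.11, and with the replicate block CCNE1 had 0.0843.

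The difference between backgrounds in the response to GSK3i was tested as an interaction over 11 libraries. Of 17381 genes 6 were called, 5 with a more positive and 1 with a more negative response in BRCA2-deficient cells, and 558 had an unadjusted p below 0.05. Without one library at a time the count ran from 3 (without GSK3i replicate 3 of BRCA2-deficient cells) to 14 (without GSK3i replicate 1 of these cells). By the rule, the genes with a more positive response were PPL (difference 1.82 ± 0.26, adjusted p = 5.84e-08), TROAP (ENSG00000135451, chromosome 12, 49717019 to 49725514) (0.78 ± 0.13, adjusted p = 3.11e-05) and WDR62 (ENSG00000075702, chromosome 19, 36545551 to 36596010) (0.77 ± 0.16, adjusted p = 0.00579). The edgeR quasi-likelihood test called none of these (adjusted p 0.0564, 0.748 and 0.938), nor did one model over all groups. WDR62 was also lost in 5 fits that each left out a library (adjusted p 0.0901 to 0.185). The gene with a more negative response was DIO2 (-2.07 ± 0.41, adjusted p = 0.00269), which is outside the rule and was named after its values were seen. By the rule, on the negative side, DCLK1 (ENSG00000133083, chromosome 13, 36342789 to 36705519) (-1.55 ± 0.37, adjusted p = 0.0774), LOX (ENSG00000113083, chromosome 5, 121398890 to 121414108) (-1.11 ± 0.28, adjusted p = 0.126) and MIR100HG (ENSG00000255248, chromosome 11, 121899033 to 122427429) (-0.68 ± 0.19, adjusted p = 0.267), a long non-coding RNA gene, were not called. They were called with the replicate block (adjusted p 0.0015, 0.0101 and 0.00397), which called 94 genes. DCLK1 was also called without untreated replicate 1 of BRCA2-deficient cells, and LOX without their GSK3i replicate 1.

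The difference between backgrounds in the response to siβ-catenin under GSK3i was tested over 12 libraries. Of 17544 genes 1 was called, and 326 had an unadjusted p below 0.05. The gene, named after its values were seen, was ENSG00000225871 (chromosome 1, 147907215 to 147909036), a processed pseudogene (difference -7.1 ± 1.51, adjusted p = 0.0439) with a mean of 10.54 normalised counts. The count was 11 without the library labelled GSK3i with siβ-catenin replicate 2 of BRCA2-proficient cells, and 0 in 7 of the 12 fits that each left out a library, from both backgrounds. In these 7 fits 253 to 525 genes had an unadjusted p below 0.05. None of the genes the rule picked was called. They were VEGFA (ENSG00000112715, chromosome 6, 43737921 to 43754224) (difference 0.97 ± 0.24, adjusted p = 0.181), GABRG1 (ENSG00000163285, chromosome 4, 46037786 to 46126071) (1.47 ± 0.38, 0.313), SLC6A10P (ENSG00000214617, chromosome 16, 32890027 to 32896822) (1.45 ± 0.39, 0.382), PRIM1 (ENSG00000198056, chromosome 12, 57124222 to 57146158) (-0.73 ± 0.17, 0.0895), NCAPG (ENSG00000109805, chromosome 4, 17812602 to 17846488) (-0.64 ± 0.16, 0.181) and HMGB1P6 (ENSG00000259781, chromosome 15, 71457109 to 71457754) (-1.09 ± 0.28, 0.262). SLC6A10P and HMGB1P6 are pseudogenes that share reads with near-identical copies and are uncertain. With the replicate block, VEGFA, GABRG1 and NCAPG were called (adjusted p 0.00131, 0.00367 and 0.0153), among 4 genes in all. PRIM1 (adjusted p = 0.0392) and GABRG1 (0.049) were called without the library labelled GSK3i with siβ-catenin replicate 2 of BRCA2-proficient cells, SLC6A10P (0.00128) without GSK3i replicate 2, and HMGB1P6 (0.0393) and GABRG1 (0.0204) without GSK3i replicate 1 of these cells.

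Comparisons that the crossed design also allows were fitted the same way. With siβ-catenin in the absence of GSK3i, 503 of 17654 genes were called in BRCA2-proficient cells (2 libraries against 2), 170 higher and 333 lower. The edgeR quasi-likelihood test called 1, one model over all groups 272 and the replicate block 189. One of these siβ-catenin libraries is that labelled replicate 2, whose score of GSK3i response was 2.13, where the 11 libraries labelled with GSK3i other than GSK3i with siβ-catenin replicate 2 of BRCA2-proficient cells had 1.8 to 2.39. In BRCA2-deficient cells (3 against 3) 351 of 17324 were called, 209 higher and 142 lower, and 527 with the replicate block. Without untreated replicate 2 that count was 84, and without untreated replicate 1 it was 534. GSK3i was also compared with no GSK3i among libraries with siβ-catenin. In BRCA2-deficient cells (3 against 3) 3534 of 17610 genes were called, 1507 higher and 2027 lower, and 2217 without the library labelled siβ-catenin replicate 1. Of these 3534 genes, 2539 were called in the same direction with GSK3i and control siRNA. AXIN2 changed by 0.98 ± 0.27 (adjusted p = 0.00258), CDC6 by 1.32 ± 0.15, ORC1 by 1.39 ± 0.18 and MCM4 by 0.9 ± 0.15, all called. MYC changed by -0.87 ± 0.16 (adjusted p = 2.58e-06), and CDKN1A did not change by more than its error (0.06 ± 0.17). In BRCA2-proficient cells (3 libraries against 2) 9 of 17010 genes were called, 8 higher and 1 lower, PITPNB (-2.01, adjusted p = 2.44e-13; named after its values were seen), and 263 genes (1.55%) had an unadjusted p below 0.05. Without the library labelled GSK3i with siβ-catenin replicate 2 there were 23. That fit kept the library labelled siβ-catenin replicate 2 among those without GSK3i. An exchange of these labels, examined below, could underlie both counts and the low correlation that follows for these cells. Across 16489 genes the responses to GSK3i without and with siβ-catenin had an r of -0.08 and a rho of -0.02 in BRCA2-proficient cells, and over 16712 genes an r of 0.84 and a rho of 0.82 in BRCA2-deficient cells.

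Gene lists were tested with camera, and median log2 fold changes of the genes tested are given with the adjusted p of camera. Of the 49 tests 35 had an adjusted p below 0.05. Of these, 12 also did under fry and 0 with an inter-gene correlation estimated from the data, so most of these calls rest on the preset correlation. WNT targets (13 genes tested) had a median of 0.78 with GSK3i in BRCA2-proficient (adjusted p = 3.76e-05) and 1.45 in BRCA2-deficient cells (1.06e-06), and of -1.02 (8.26e-10) and -1.24 (5e-16) with siβ-catenin under GSK3i. With BRCA2 depletion their median was -0.01 (0.958), and the interactions had medians of 0.21 (0.278) for GSK3i and -0.14 (0.0106) for siβ-catenin. In BRCA2-deficient cells 9 of the 13 were called with GSK3i and 11 with siβ-catenin, and 9 and 12 were called when adjusted over the list alone. The E2F targets (32 genes) had medians of 0.2 (0.0281) and 0.56 (1.91e-10) with GSK3i, -0.15 (0.0085) and -0.45 (2.51e-14) with siβ-catenin under GSK3i, and -0.76 (1.69e-17) with BRCA2 depletion, in the same order of backgrounds. Their interaction medians were 0.46 (6.04e-21) for GSK3i, with 31 of 32 genes positive, and -0.22 (1.46e-13) for siβ-catenin, with 0 of 32 positive. No single E2F target was called in either interaction over all genes tested, while with the replicate block 7 were called in the interaction with GSK3i and 0 in that with siβ-catenin. Without the block 6 and 3 were called when adjusted over the list alone. Without the genes the study names, 3 list tests no longer passed: WNT targets with GSK3i in BRCA2-proficient cells (7 genes, median 0.52, adjusted p = 0.0815), and E2F targets (28 genes) with GSK3i (0.0897) and with siβ-catenin under GSK3i (0.0509) in the same cells. The interaction of BRCA2 with GSK3i then passed for WNT targets (0.0313). The study chose some of these genes on these libraries, so the counts over the list alone are not independent evidence.

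S-phase genes (42 genes) had medians of 0.25 (adjusted p of camera 0.00172) and 0.54 (3.1e-11) with GSK3i, -0.15 (0.00459) and -0.39 (2.42e-12) with siβ-catenin, -0.71 (1.09e-17) with BRCA2 depletion, and 0.35 (2.36e-14) and -0.2 (5.7e-09) for the interactions with GSK3i and siβ-catenin. G2/M genes (54 genes) had medians of -0.14 (0.00868) and 0.34 (0.000831) with GSK3i, 0.03 (0.388) and -0.31 (9.39e-11) with siβ-catenin, -0.87 (4.65e-30) with BRCA2 depletion, and 0.48 (1.49e-25) and -0.36 (2.01e-24) for the interactions. Of the G2/M genes 43 were called lower with BRCA2 depletion, and 48 when adjusted over the list alone. Integrated stress response genes (20 genes) had medians of 0.65 (0.000292) and 0.71 (1.16e-05) with GSK3i, -0.59 (3.37e-08) and -0.04 (0.619) with siβ-catenin, -1.21 (8.52e-15) with BRCA2 depletion, and 0.05 (0.79) and 0.56 (2.36e-14) for the interactions. With BRCA2 depletion 15 of the 20 were called lower, and 16 when adjusted over the list alone. Interferon-stimulated genes (17 genes, 18 with BRCA2 depletion) had medians of -0.62 (0.000363) and -0.42 (0.00318) with GSK3i, 0.38 (0.119) and -0.07 (0.385) with siβ-catenin, 0.36 (0.00587) with BRCA2 depletion, and 0.1 (0.192) and -0.19 (0.00235) for the interactions. The 13 mtDNA-encoded genes had medians of -0.11 (0.505) and 0.02 (0.79) with GSK3i, -0.2 (0.0982) and 0.09 (0.347) with siβ-catenin, 0.16 (0.825) with BRCA2 depletion, and 0.01 (0.35) and 0.34 (0.000558) for the interactions, and none of them was called in these contrasts. With the replicate block the list passed with siβ-catenin under GSK3i in BRCA2-proficient cells (median -0.2, adjusted p = 0.00154, 0 of 13 genes higher) and in BRCA2-deficient cells (median 0.08, 0.0196, 12 of 13 higher).

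**Figure D5:**
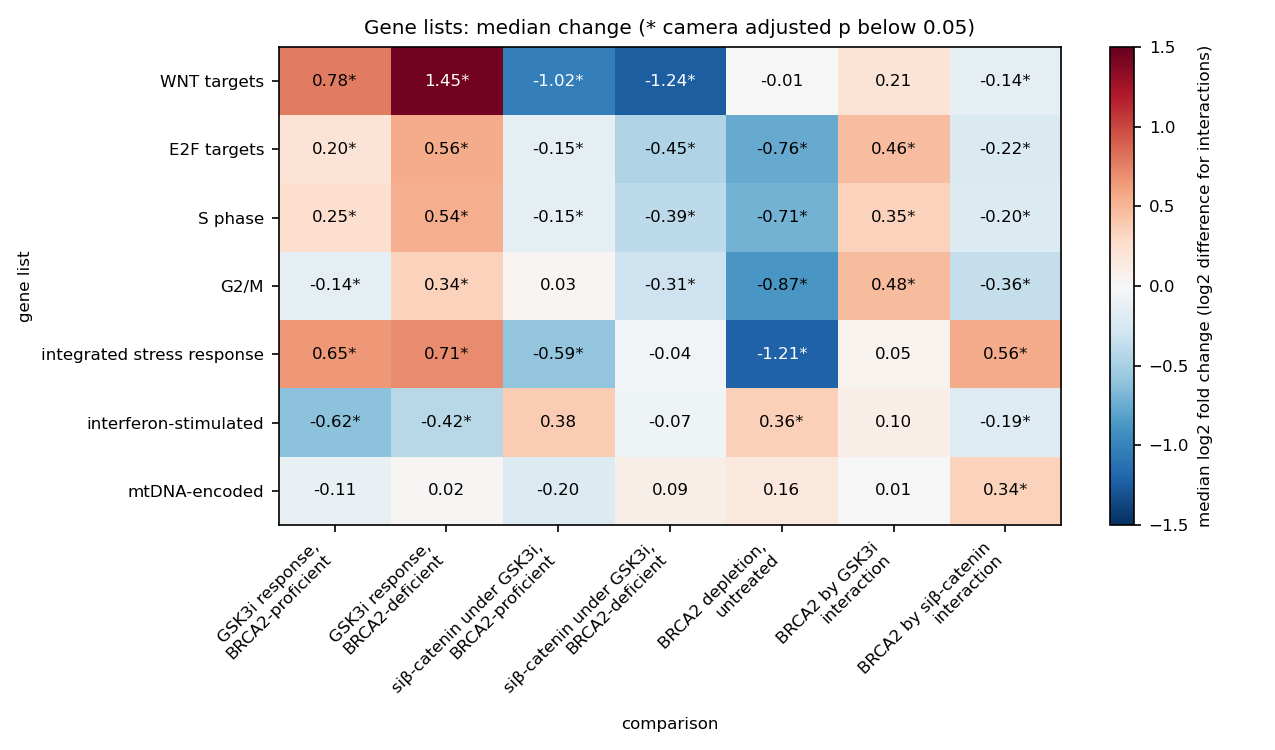
Median log2 fold change of each gene list in each comparison, or median log2 difference for the interactions; an asterisk marks a camera adjusted p below 0.05. WNT targets rose with GSK3i and fell with siβ-catenin in both backgrounds, and the E2F, S-phase and G2/M lists fell with BRCA2 depletion, with medians of -0.76, -0.71 and -0.87.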

Values the study reported

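The study reported that accumulation of β-catenin altered 874 genes in BRCA2-proficient cells and 1268 genes in BRCA2-deficient cells. It reported 517 genes in common. The study counted 241 genes raised in both backgrounds and 385 genes raised in BRCA2-deficient cells alone.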

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

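Of the tests below, the simulations without an interaction, the GC check of single genes and of the S-phase list, the score of GSK3i response and the interaction of BRCA2 with GSK3i among libraries with siβ-catenin were chosen after the results were seen, and the reading of the test on untreated libraries was changed to an open one after its value was seen.

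The response to GSK3i differed between backgrounds for 6 genes by the interaction test. They were RPL26P30 (ENSG00000236264, chromosome 11, 2356365 to 2368915) with a difference of 3.33 on the log2 scale, PPL (1.82), TROAP (0.78), WDR62 (0.77), FOXM1 (ENSG00000111206, chromosome 12, 2966846 to 2986340) with 0.68, and DIO2 (-2.07). RPL26P30, FOXM1 and DIO2 are outside the rule for named genes and were named after their values were seen. PPL fell with GSK3i in both backgrounds, by -3.44 in BRCA2-proficient and -1.61 in BRCA2-deficient cells, and DIO2 changed by -0.65 and -2.71. The tables argue against a trend with gene length, since 6 genes stayed past the criteria when such trends were removed. The number of calls did depend on these corrections, with 18 genes in all when length trends were removed and 5 when GC trends were. A trend with GC content is excluded as the whole cause for 3 genes, RPL26P30, PPL and DIO2, which stayed past the criteria with GC trends removed (adjusted p of DESeq2 0.0111, 4.83e-06 and 0.000317). For the other 3 it is argued against as the whole source of the difference, since their differences hardly moved (TROAP 0.72, WDR62 0.73, FOXM1 0.66). Their adjusted p of DESeq2 rose to 0.0547, 0.402 and 0.271, so they were no longer called. The cause of that rise was not tested. RPL26P30 is a pseudogene with a mean normalised count of 26.6, and reads shared with copies of its parent gene were not tested. In data simulated without an interaction, 0 to 19 genes passed the criteria (median 8), and 28 of 40 simulations gave 6 or more. The simulated libraries shared no replicate effect, while same-numbered real libraries of BRCA2-deficient cells had an r of 0.33 to 0.83. In the fit itself 3.21% of genes had an unadjusted p of DESeq2 below 0.05, fewer than chance alone gives. Whether the 6 calls reflect the error rate of the test thus stays open. With the replicate block 94 genes were called, and 0 of 40 simulations gave as many (0 to 21), though these held no replicate effect. The simulations speak of the number of calls and not of single genes. With edgeR (quasi-likelihood) 0 genes were called, with 610 at an unadjusted p below 0.05. BRCA2 status stays open as an explanation, untested apart from this contrast, and DOX goes with it. Other splits were not counted here, because the untreated BRCA2-proficient group holds 2 libraries.

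Lists of cell-cycle genes differed between backgrounds in their response to GSK3i, with interaction medians of 0.46 for E2F targets, 0.48 for G2/M genes and 0.35 for S-phase genes. A trend with GC content is excluded as the whole cause, since the medians were 0.45 for E2F targets, 0.51 for G2/M genes and 0.37 for S-phase genes with GC trends removed. The same lists were low in untreated BRCA2-deficient cells. Under GSK3i the E2F targets had a median of -0.26 in BRCA2-deficient against BRCA2-proficient cells, against -0.76 without it. For each gene the interaction is by construction the difference between these depletion effects, so a stronger response to GSK3i and a low untreated level cannot be told apart. With an inter-gene correlation estimated from the data none of these list calls held. No single list member was called over all genes tested. With the replicate block, 7 E2F targets, 7 G2/M genes and 3 S-phase genes were called among 94 genes. Data simulated without an interaction gave 0 to 21 genes in the fit with the block, but held no replicate effect.

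The response to siβ-catenin under GSK3i differed between backgrounds for 1 gene, ENSG00000225871, a processed pseudogene with a mean normalised count of 10.54 (difference -7.1). It was named after its values were seen. When BRCA2 labels were permuted within the siRNA arms, 27 of 60 splits gave as many genes. The median of the other splits was 0 and the highest gave 3686 genes. Such splits turn the BRCA2 difference itself into an interaction, so they decide nothing about the 1 call. In data simulated without an interaction, 40 of 40 simulations gave 1 gene or more (1 to 19, median 6). These held no replicate effect, while same-numbered real libraries had an r of 0.25 to 0.38 (BRCA2-proficient) and 0.62 to 0.91 (BRCA2-deficient). In the fit itself 1.86% of genes had an unadjusted p of DESeq2 below 0.05, fewer than chance alone gives. Whether the 1 call reflects the error rate of the test thus stays open. The edgeR quasi-likelihood test called 0 genes, with 324 at an unadjusted p below 0.05.

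Lists differed in the same contrast, with interaction medians of -0.22 for E2F targets, -0.36 for G2/M genes, 0.56 for integrated stress response genes, -0.19 for interferon-stimulated genes, 0.34 for mtDNA-encoded genes, -0.2 for S-phase genes and -0.14 for WNT targets. An exchange of the library labelled GSK3i with siβ-catenin replicate 2 in BRCA2-proficient cells is argued against as the cause for the E2F targets, whose median was -0.31 without it. Without this library the medians were -0.29 for G2/M, 0.8 for integrated stress response, -0.06 for interferon-stimulated, 0.25 for mtDNA-encoded, -0.27 for S-phase and -0.21 for WNT target genes. The median of the interferon-stimulated list thus moved by more than 1.5 times with this library. GC content and length were not tested for these lists, and BRCA2 status stays open.

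Among libraries with siβ-catenin, the response to GSK3i differed between backgrounds for 79 genes, 34 with a more positive and 45 with a more negative response in BRCA2-deficient cells. CDC6 (difference 1.5 ± 0.27, adjusted p of DESeq2 0.000215), ORC1 (1.3 ± 0.26, 0.00134) and MCM4 (0.97 ± 0.24, 0.0259) were among them. The edgeR quasi-likelihood test called 0 genes, although 2807 had an unadjusted p below 0.05. Leaving out libraries gave from 12 genes (without the library labelled siβ-catenin replicate 1 of BRCA2-deficient cells) to 550 (without the library labelled GSK3i with siβ-catenin replicate 3 of BRCA2-proficient cells). An exchanged label may underlie part of this difference, as the library labelled siβ-catenin replicate 2 of BRCA2-proficient cells had a GSK3i score of 2.13, among those of GSK3i-treated libraries. A BRCA2-dependent response cannot be separated from that here.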

How the results depend on the processing

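The DESeq2 fits with TMM factors, and the adjusted p used alone, moved none of the 18 counts of genes by more than 1.5 times. The edgeR quasi-likelihood test gave 183 and 267 genes for siβ-catenin under GSK3i in BRCA2-proficient and -deficient cells, 326 for BRCA2 depletion, 1 and 0 for siβ-catenin without GSK3i in BRCA2-proficient and -deficient cells, and 0 for GSK3i with siβ-catenin in BRCA2-proficient cells. It gave 0 genes for the interactions of BRCA2 with GSK3i and with siβ-catenin. Beside the counts of 0, the genes with an unadjusted p below 0.05 in this test numbered 2311 (siβ-catenin without GSK3i, BRCA2-deficient), 278 (GSK3i with siβ-catenin, BRCA2-proficient), 610 and 324 (the interactions). Genes raised by GSK3i and lowered by siβ-catenin numbered 84 and 82 with this test, and 42 in both backgrounds. The opposite pattern had 69 and 74, and 61 genes were lower with siβ-catenin in BRCA2-deficient cells alone. Among the interactions added after seeing the data, edgeR gave 0 genes for BRCA2 with GSK3i in siβ-catenin libraries, 11 for GSK3i with siβ-catenin in BRCA2-deficient cells and 4 in BRCA2-proficient cells, against 79, 88 and 1305. The simulated data show a part of the cause, since edgeR recovered fewer changed genes and called fewer unchanged ones.

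Testing against a log2 fold change of 0.5, a stricter question by construction, gave 1042 and 858 genes for GSK3i, 52 and 73 for siβ-catenin under GSK3i, 61 for BRCA2 depletion, 27 and 4 for siβ-catenin without GSK3i, 2 and 463 for GSK3i with siβ-catenin, 1 for the interaction of BRCA2 with GSK3i and 0 for that with siβ-catenin (22 at an unadjusted p below 0.05). The overlaps of genes raised by GSK3i and lowered by siβ-catenin were 25, 18 and 11 in BRCA2-proficient, BRCA2-deficient and both. The opposite pattern had 10 and 12 genes, 588 genes responded to GSK3i alike in both backgrounds, and 23 were lower with siβ-catenin in BRCA2-deficient cells alone.

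One model over all groups gave 272 genes for siβ-catenin without GSK3i in BRCA2-proficient cells, 1 for GSK3i with siβ-catenin in these cells, 1 and 0 for the interactions of BRCA2 with GSK3i and with siβ-catenin, and 695 genes lowered by GSK3i and raised by siβ-catenin in BRCA2-proficient cells. The interaction with siβ-catenin had 0 genes with no filter on low counts and 0 with 10 counts in every library. At an unadjusted p below 0.05 it had 310 in the one model, 357 with no filter and 285 with 10 counts in every library. With no filter the Pearson r between backgrounds was 0.44 for GSK3i and 0.26 for siβ-catenin, where more genes near the floor entered. With 10 counts in every library it was 0.72 for siβ-catenin. The cause of the other changes was not tested.

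With the replicate number as a block, 527 genes were called for siβ-catenin without GSK3i in BRCA2-deficient cells, 397 were lower with siβ-catenin in BRCA2-deficient cells alone, and r for siβ-catenin was 0.69. The blocked counts for the other paired comparisons were 4734 for GSK3i, 892 and 1341 for siβ-catenin under GSK3i in BRCA2-proficient and -deficient cells, and 3722 for GSK3i with siβ-catenin. In comparisons with 2 pairs the block gave 3260 genes for GSK3i in BRCA2-proficient cells, 834 for BRCA2 depletion, 189 for siβ-catenin without GSK3i and 3 for GSK3i with siβ-catenin in BRCA2-proficient cells. Same-numbered libraries had an r of -0.12 for both pairs of siβ-catenin without GSK3i, and of -0.43 and -0.27 for GSK3i with siβ-catenin. With crossed numbers as a block, chosen after seeing the data, siβ-catenin without GSK3i gave 255 genes. The interactions gave 94 genes for BRCA2 with GSK3i, 4 for BRCA2 with siβ-catenin, 264 for BRCA2 with GSK3i in siβ-catenin libraries, and 335 and 1044 for GSK3i with siβ-catenin in BRCA2-deficient and -proficient cells. The blocked overlaps, 322, 323 and 166 raised and lowered and 352 and 353 in the opposite pattern, stayed within 1.5 times, as did the 2625 genes alike with GSK3i. The cause was not tested.

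Each library was left out in turn. The count for GSK3i ran from 3678 to 4266 genes in BRCA2-proficient and from 3076 to 4370 in BRCA2-deficient cells. It ran from 292 to 858 and from 372 to 1036 for siβ-catenin under GSK3i, in the same order, from 462 to 2147 for BRCA2 depletion, from 84 to 534 for siβ-catenin without GSK3i in BRCA2-deficient cells, from 3 to 23 and from 2217 to 3583 for GSK3i with siβ-catenin, from 3 to 14 for the interaction of BRCA2 with GSK3i and from 0 to 11 for that with siβ-catenin. The overlap raised and lowered ran from 105 to 269 in BRCA2-proficient cells, from 97 to 266 in BRCA2-deficient cells and from 71 to 136 in both. The opposite pattern ran from 102 to 471 and from 89 to 250, genes alike with GSK3i from 2434 to 2845, and genes lower with siβ-catenin in BRCA2-deficient cells alone from 56 to 334. The added interactions ran from 12 to 550, from 47 to 110 (GSK3i with siβ-catenin, BRCA2-deficient) and from 420 to 1882 (BRCA2-proficient). The r between backgrounds ran from 0.78 to 0.86 for GSK3i and from 0.62 to 0.68 for siβ-catenin. For siβ-catenin without GSK3i in BRCA2-proficient cells, each left-out library leaves a group of 1, so no count is given. No leave-out fit with a group of 1 entered the ranges of counts.

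Of 49 list tests, 36 passed with the block (E2F targets with GSK3i in BRCA2-proficient cells had 0.0541), 12 under fry and 0 with an estimated correlation; 32 of the 35 passed without the genes the study names. Tests with a changed direction were none of them past the threshold. They were mtDNA-encoded genes with BRCA2 depletion under the block (adjusted p of camera 0.114), WNT targets with BRCA2 depletion under fry (0.979), and integrated stress response genes in the interaction of BRCA2 with GSK3i under fry (0.979) and the block (0.779). In all, 127 of 196 list values kept direction and side of the threshold, 62 lost the threshold and 3 gained it.

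For named genes, 115 pairs of gene and comparison were followed through the alternatives. These pairs were narrowed after a wider set had been run, with 8 pairs added later, and the wider set held more values that changed direction, so the shares here describe these pairs alone. Of 1407 values 58 lost the threshold, 25 gained it and 30 changed direction. Another 8 moved in fits with a group of 1, and 1286 were counted as unchanged. The 30 leave out changes of direction in fits with a group of 1. For example, without untreated replicate 3 of BRCA2-proficient cells, CCNE1 with GSK3i was -0.11 against 0.01 and MYC 0.24 against -0.05. ORC1 with siβ-catenin without GSK3i was -0.07 there against 0.07. The values that changed direction were of genes that were not called. With GSK3i in BRCA2-proficient cells, BRCA2 was 0.01 with no filter and 0.21 with the block, and ran from -0.21 to 0.22 without each library. CCNE1 was 0 in edgeR and with TMM factors, -0.03 with 10 counts in every library, and from -0.11 to 0.13 without each library. MYC ran from -0.28 to 0.24. GSK3B was 0 with the block and from -0.15 to 0.01 without each library. With GSK3i in BRCA2-deficient cells, CCNE1 was 0 in edgeR and with TMM factors, -0.01 with 10 counts in every library and from -0.1 to 0.19 without each library, and GSK3B was -0.01 in each of these 3 fits and from -0.15 to 0.14. With BRCA2 depletion, CTNNB1 was 0 with no filter and from -0.1 to 0.14. With siβ-catenin under GSK3i, GSK3A ran from -0.2 to 0.02 in BRCA2-proficient cells, and GSK3A from -0.12 to 0.12 and GSK3B from -0.02 to 0.26 in BRCA2-deficient cells. CDKN1A with GSK3i and siβ-catenin in BRCA2-deficient cells ran from -0.1 to 0.14. The gene ranges include fits with a group of 1. The cause was not tested. The spread between replicates, at 18.9 M counts or more per library, limits calls of small changes and of genes near 10 counts.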

Other observations

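Of the tests below, the added interactions, BRCA2 depletion under GSK3i, the score of GSK3i response, and all tests on library size, mixed samples, residual β-catenin, doxycycline, PITPNB and the exchange of libraries for genes lower in BRCA2-deficient cells alone were chosen after the results were seen. The tests on residual β-catenin and on mitochondrial transcripts were changed after a first version had been seen.

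Other splits of the libraries were counted for each comparison of 3 against 3. For GSK3i in BRCA2-deficient cells, siβ-catenin under GSK3i in BRCA2-proficient and in BRCA2-deficient cells, siβ-catenin without GSK3i in BRCA2-deficient cells, and GSK3i with siβ-catenin in BRCA2-deficient cells, 1 of the 10 splits, the real one, gave as many genes. The highest counts of any other split were 555, 18, 127, 120 and 14. With 10 splits the share cannot go below 0.1, so chance cannot be excluded by this count. The replicate numbers pair these libraries. The real split parts all 3 pairs, as do 3 of the 9 others, and these 3 gave at most 1, 4, 1, 2 and 3 genes in the same order of comparisons. The 6 others part 1 pair, so they keep same-numbered libraries together, and hold the higher counts. BRCA2 depletion under GSK3i, 1112 genes (614 higher, 498 lower), was also matched by 1 of 10 splits, the real one, with 164 genes in the highest other.

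In BRCA2-proficient cells with siβ-catenin, GSK3i gave 9 called genes, against 3534 in BRCA2-deficient cells. A score of GSK3i response was made from 1320 genes raised and 1456 genes lowered with GSK3i in BRCA2-deficient cells with siβ-catenin. The library labelled siβ-catenin replicate 2 of BRCA2-proficient cells, which is labelled without GSK3i, had a score of 2.13. The 9 other libraries labelled without GSK3i lay between 0.09 and 1.21. The library labelled GSK3i with siβ-catenin replicate 2 had a score of 0.68, and the 11 other libraries labelled with GSK3i lay between 1.8 and 2.39. A candidate explanation is an exchange of replicate 2 between these groups. Single genes give values on both sides. AXIN2 had 73.24 normalised counts in the library labelled GSK3i with siβ-catenin replicate 2, where replicates 1 and 3 of that group had 145.4 and 117.5, which goes with an exchange. It had 67.29 in the library labelled siβ-catenin replicate 2, where replicate 3 had 65.09, which goes against it. GSK3A goes with it in both libraries, with 4273 in siβ-catenin replicate 2 against 3003 in replicate 3, and 3218 in GSK3i with siβ-catenin replicate 2 against 4511 and 4287 in the others. In BRCA2-deficient cells with siβ-catenin it had 3863 to 4376 with GSK3i and 2539 to 2938 without it. The first principal component goes with it as well, at 28.4 in the former library and -20.6 in the latter, whose group had 24.7 and 26.3 otherwise. Replicates 1 and 3 of that group had a chi-square per gene of 10.8, against 52.5 and 58.4 with replicate 2. TCF7 also goes with it in both libraries, with 593.4 in siβ-catenin replicate 2 against 371.5 in replicate 3, and 396 in GSK3i with siβ-catenin replicate 2 against 761.1 and 698.3 in the others. PITPNB goes against it, with 4016 against 3478 and 732.4 against 1120 and 926.6, though it varied within other groups too. MYC, which fell with GSK3i in BRCA2-deficient cells with siβ-catenin, goes with an exchange in both libraries. It had 2796 in siβ-catenin replicate 2 against 4984 in replicate 3. In GSK3i with siβ-catenin replicate 2 it had 4422 against 3648 and 3652 in the others. CDC6, ORC1 and MCM4, which rose in those cells, were lower in replicate 2 of both groups. That goes with an exchange for GSK3i with siβ-catenin replicate 2. For siβ-catenin replicate 2, MCM4 goes against it, with 14160 against 16020 in replicate 3. CDC6 (2201 against 2250) and ORC1 (849.4 against 871.2) lay close to replicate 3 there and go neither way. LEF1 and SOX4 do not separate these groups. The exchange stays a hypothesis, and if it holds, part of the 503 genes called with siβ-catenin without GSK3i may reflect GSK3i. It would also place a library without GSK3i in the group with GSK3i and siβ-catenin. Part of the 836 calls with siβ-catenin under GSK3i in BRCA2-proficient cells, and of the 242 and 386 opposite responses, may then reflect GSK3i. Without the library labelled GSK3i with siβ-catenin replicate 2, the 314 lower and 522 higher genes of that comparison became 360 and 425. Library size is argued against, since the library labelled siβ-catenin replicate 2 had a total of 22.3 M, within the range of the others. The library labelled siβ-catenin replicate 3 had a score of 1.21, the highest of those 9, which the exchange does not explain. Whether it holds RNA of treated cells cannot be told apart from other causes: the share of treated RNA needed was 23.3% by genes that rise and 45.2% by genes that fall, 21.9 percentage points apart. The labels were kept in all fits. Without the library labelled GSK3i with siβ-catenin replicate 2, 23 genes were called. That fit kept the library labelled siβ-catenin replicate 2 among those without GSK3i. Sequencing reads, which carry variants and library indices, were not used here.

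In BRCA2-deficient cells most of the GSK3i response persisted with siβ-catenin. The called genes raised by GSK3i kept 72% of their median response and the lowered genes 72.7%. E2F targets kept 141% and S-phase genes 128%. All 13 WNT targets had a median of 1.45 without and -0.16 with siβ-catenin, or -10.8% kept. The 9 WNT targets raised by GSK3i kept a median of 21.3% gene by gene (-158% to 46.2%), against 71.5% for all raised genes. Residual β-catenin acting alike on all genes would not give this difference. But AXIN2 (0.98, adjusted p of DESeq2 0.00258), TCF7 (0.69, 0.00674) and ZNRF3 (0.73, 0.000173; named after its values were seen) still rose with GSK3i, so some β-catenin activity may remain. Residual β-catenin thus stays open for genes that need little of it. Library size is argued against too, as the highest total without GSK3i, 27 M, lies within the range of 23.1 to 29.3 M with GSK3i. The interaction of GSK3i with siβ-catenin in these cells called 88 genes (27 with a more positive and 61 with a more negative response with siβ-catenin), among them AXIN2 (-3.65 ± 0.34), LEF1 (-2.62 ± 0.43), SOX4 (-1.74 ± 0.2) and TCF7 (-1.57 ± 0.27). CDKN1A (0.75 ± 0.28, adjusted p of DESeq2 0.375), CDC6 (0.27 ± 0.19) and MYC (-0.62 ± 0.21) were not called. These calls are from the fit without the replicate block. With the block 335 genes were called, 117 with a more positive and 218 with a more negative response. The edgeR quasi-likelihood test called 11. When siRNA labels were permuted within the GSK3i arms, 7 of 60 splits gave as many genes as the fit without the block. Such splits turn the siRNA difference itself into an interaction, the highest with 1967 genes and the median of the others 1, so they leave chance open. A response to the inhibitor that does not need β-catenin is one hypothesis from the same data, and other targets of GSK3 or of LY2090314 were not tested.

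The 256 genes lower with siβ-catenin under GSK3i in BRCA2-deficient cells alone were examined in BRCA2-proficient cells. Of 255 tested there, 242 (94.9%) were lower, with a median of -0.34 against -0.65. In the interaction test 1 was called and 61 had an unadjusted p below 0.05. The same direction of response short of the criteria is consistent with most of this group (94.9%). An exchange of the library labelled GSK3i with siβ-catenin replicate 2 is argued against as the whole cause, since 42 of the genes were called in BRCA2-proficient cells without it. A difference between backgrounds for single genes stays open.

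With BRCA2 depletion, the integrated stress response list had a median of -1.21. Doxycycline, which inhibits mitochondrial translation, could act on these cells without any BRCA2 effect. An induction of the stress response by doxycycline would raise the list, so it cannot account for the decrease. That follows from the decrease itself and is no separate test of doxycycline. An effect on mitochondrial transcripts stays open, because the direction of the mtDNA-encoded list depends on the fit. Its median was 0.16 (adjusted p of camera 0.825) untreated, -0.17 with the replicate block (0.114), and 0.15 under GSK3i, where 13 of 13 genes were higher. The decrease was -1.15 under GSK3i. BRCA2 depletion and DOX were always together, so the decrease has no tested biological explanation.

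PITPNB varied between libraries of one group, from 630.2 to 2835 normalised counts in untreated BRCA2-deficient cells and from 592.8 to 3937 with GSK3i. Reads moving to another gene are argued against, since over 22 libraries no gene of the 11901 compared had an r with PITPNB below -0.55 (FADD). Library size is argued against as well, with an r of -0.11. In BRCA2-proficient cells its 3 libraries with GSK3i had 4190 to 4646 and the 3 with GSK3i and siβ-catenin 732.4 to 1120. No biological explanation was tested.

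Genes with opposite responses to GSK3i and siβ-catenin numbered 477 in BRCA2-deficient cells here. That is lower than the value quoted from the study above. Such genes common to both backgrounds numbered 280. That is lower than the value quoted from the study above. Genes raised by GSK3i and lowered by siβ-catenin in both backgrounds numbered 127. That is lower than the value quoted from the study above. In BRCA2-deficient cells alone there were 110, and 256 when siβ-catenin under GSK3i was taken by itself. Both are lower than the value quoted from the study above. By siβ-catenin under GSK3i alone, 836 and 939 genes were called in BRCA2-proficient and -deficient cells, 440 in both in the same direction, and 181 lower in both. With the replicate block these were 892 and 1341, 540 in both in the same direction, 237 lower in both and 397 lower in BRCA2-deficient cells alone. These blocked counts lie close to the values quoted from the study above, but they do not ask for a response to GSK3i. With genes raised by GSK3i and lowered by siβ-catenin, the blocked counts were 166 in both backgrounds and 157 in BRCA2-deficient cells alone. Both are again lower than the quoted values, and the cause was not tested.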
